# Early-onset ventriculomegaly and neuroimmune alterations in *Hoatz*-deficient mice

**DOI:** 10.1186/s12987-026-00796-4

**Published:** 2026-04-01

**Authors:** Keishi Narita, Yoshichika Yoshioka, Sayed Sharif Abdali, Masahiro Ohgidani, Shohei Komaki, Masato Hirakawa, Atsushi Shimizu, Tomoyuki Saino

**Keywords:** Ependymal dysfunction, Hippocampal deformation, T_2_-weighted brain MRI, Ventriculomegaly

## Abstract

Hydrocephalus in mice is frequently associated with impaired motile cilia function. We previously reported that the loss of *Hoatz*, a motile cilia and flagella-associated gene, causes ventriculomegaly of variable severity. Here, we characterize the ventricular phenotype of *Hoatz*^*−/−*^ mice using in vivo magnetic resonance imaging (MRI), histology, and transcriptomics. Severe hydrocephalus occurred in only 4.9% (4/82) of homozygotes. High-resolution MRI revealed a reproducible ~4.7-fold enlargement of the lateral and third ventricles, while overall brain size was preserved. Despite the modest degree of ventriculomegaly, detailed volumetric analyses demonstrated deformation of the surrounding brain parenchyma, most prominently affecting the hippocampus. Ventricular enlargement emerged rapidly during early postnatal development and was occasionally associated with periventricular edema. Morphological and transcriptomic analyses further revealed changes in hippocampal microglia consistent with an altered activation state. Collectively, these findings define *Hoatz* deficiency as a cause of early-onset ventriculomegaly of the lateral and third ventricles, characterized by preserved overall brain size and regional hippocampal deformation, and establish a complementary mouse model for investigating the consequences of altered cerebrospinal fluid dynamics.

**Supplementary information:**

The online version contains supplementary material available at 10.1186/s12987-026-00796-4.

## Background

Ependymal cells are multiciliated epithelial glia that form the lining of the ventricular walls in the central nervous system [1]. These cells are involved in cerebrospinal fluid (CSF) homeostasis, promoting its flow via coordinated beating of motile cilia [2]. Ependymal ciliary abnormalities are frequently associated with severe hydrocephalus in mice, characterized by a dome-like skull resulting from increased intracranial pressure. Several genetic models affecting motile ciliogenesis, including mutations in transcription factor *Foxj1* [3] or axonemal components (e.g., *Spag6* [4] and *Rsph9* [5]), have strongly suggested that impaired ciliary function obstructs CSF flow through narrow passages, such as the cerebral aqueduct, resulting in increased CSF pressure and subsequent ventricular enlargement.

We previously identified *Hoatz* (*Hoatzin*), a vertebrate-specific gene expressed in cells bearing motile cilia and flagella, and demonstrated that *Hoatz* contributes to the structural stability of the ciliary axoneme [6]. Ultrastructural investigation of the ciliary axoneme revealed tissue-specific phenotypes in *Hoatz*-deficient mice, including severe flagellar collapse in late spermatozoa, intermediate structural instability in ependymal cilia, and little to no structural abnormalities in tracheal and oviductal epithelia. Although *Hoatz*-deficient mice develop ventriculomegaly and hydrocephalus, the presentation is milder and relatively more variable than that reported in classical ciliopathy models. However, the onset, severity, and associated structural and cellular changes have yet to be systematically characterized.

To address these gaps, we combined in vivo magnetic resonance imaging (MRI), histological analyses, and transcriptomic profiling to obtain a more detailed characterization of ventricular morphology, brain parenchymal changes, and periventricular cellular responses in *Hoatz*^*−/−*^ mice. These complementary approaches facilitated the establishment of an anatomical and molecular framework for understanding how *Hoatz* loss affects ventricular structure and periventricular tissue integrity. Because our prior ultrastructural work suggested partial instability of ependymal cilia, we hypothesized that such mild dysfunction could drive ventriculomegaly in the absence of the fulminant hydrocephalus typically observed in other ciliopathy models.

## Methods

### Animals

The study protocols were approved by the Institutional Animal Care and Use Committees of Iwate Medical University (approval number: 06–008). All mice were handled according to the Guide for the Care and Use of Laboratory Animals. *Hoatz* mice were maintained on a C57BL/6J background. Heterozygous mutants were bred, and the resulting offspring were genotyped via analysis of genomic DNA extracted from the tail tissue [6]. When wild-type mice were unavailable, heterozygous littermates, which were asymptomatic, served as controls. The animals were housed under a controlled condition with a temperature of 23.5 °C, a humidity level of 50%, and a 12-h day/night cycle. The mice were fed a standard chow diet and provided with water *ad libitum*.

### MRI of the mouse brain under general anesthesia

The mice were anesthetized with 2% isoflurane administered via inhalation for approximately 10 min and then positioned on a small MRI bed equipped with a dedicated mouse brain transceiver microimaging coil [7]. To maintain body temperature at 37 °C ± 0.5 °C and enable continuous monitoring of the respiratory rate, respectively, a heating pad and an air pad, which were connected to a small physiological monitoring system, were placed beneath the mouse’s abdomen. The MRI bed was inserted into a Bruker AVANCE II 11.7T ultra-high-field NMR/MRI system operated using the ParaVision 6.0 software (Bruker BioSpin, Ettlingen, Germany).

T_2_-weighted brain images were acquired using a turbo rapid acquisition with relaxation enhancement (T_2_-Turbo RARE) sequence and the following key parameters: echo time, 30.96 ms; repetition time, 4000 ms; number of signal averages, 2; RARE factor, 4; slice thickness, 0.5 mm with no interslice gap; matrix size, 512 × 512 pixels; and field of view, 20 × 20 mm. Image stacks covering nearly the entire brain were acquired in three mutually orthogonal planes, namely, coronal (33 slices), horizontal (15 slices), and sagittal (21 slices) planes. The total imaging time per mouse was approximately 50 min. All images were stored in the DICOM format. After imaging, the mice were returned to their home cages and closely monitored until full recovery from anesthesia.

### Measurements of ventricular volume and brain size using serial MRI slice images

For ventricular volume quantification, Fiji (ImageJ v1.54f; National Institutes of Health, USA) [8] was used for image segmentation as follows: Serial 32-bit DICOM images were imported as an image sequence, and the brightness/contrast were reset. Then, the image dimensions (pixel width and height: 0.0390625 mm; voxel depth: 0.4966705 mm) were confirmed using the Image > Properties menu. Ventricular regions were segmented using the Wand tool set to four-connected mode and a tolerance of 1. Subsequently, binary mask images were generated for each slice, saved using numerically sorted filenames, and then reimported as a new image sequence. The lookup table was configured to render masks in white against a black background. A threshold was applied, and the “Analyze Particles” function was utilized with default parameters (size, 0–infinity; circularity, 0.00–1.00; show, nothing; “Clear results” and “Summarize” options enabled) to measure the area of the ventricular masks in each slice.

The total ventricular volume was calculated by summing the cross-sectional areas across all slices and multiplying by the voxel depth. The final volume for each mouse was calculated as the mean of measurements obtained from the three orthogonal image sets. The 3D Viewer plugin in Fiji [9] was used to generate a 3D Z-stack visualization of the ventricular structure, with the resampling factor set to 1.

For brain size measurements, three mutually orthogonal DICOM datasets (coronal, sagittal, and horizontal) from each mouse were loaded into the 3D Slicer software (v5.6.2) [10] to generate a four-up view. To measure brain dimensions—left–right, dorsal-ventral, and rostral–caudal lengths—straight lines were drawn along the intersections of three reference planes using the Line tool. These reference planes were defined based on the following anatomical landmarks: the midline sagittal plane encompassing the third ventricle, the horizontal plane encompassing the foramina of Monro, and the coronal plane encompassing the median eminence at the infundibular recess of the third ventricle. The rostral endpoint was defined as the boundary between the olfactory bulb and cerebral hemispheres, whereas the caudal endpoint corresponded to the posterior margin of the cerebral hemispheres.

To measure total brain volume in each MRI slice, the brain outline was manually traced using the freehand selection tool in Fiji/ImageJ on a Wacom DTK2241 tablet (Wacom, Saitama, Japan). The brain parenchyma volume was then calculated by subtracting the measured ventricular areas.

Statistical analysis and data visualization were performed using GraphPad Prism software (v8.4.3; GraphPad Software, San Diego, CA, USA). Data were presented as scatter dot plots, with each dot corresponding to a single mouse and horizontal bars denoting group means. Comparisons between two groups were performed using Mann–Whitney U test, and *p*-values < 0.05 were considered statistically significant. For slice-by-slice comparison of total brain and parenchyma volume, the results were presented as mean ± standard deviation. A mixed-effects model was applied for statistical testing, with slice position as the within-subject factor and genotype as the between-subject factor, using the Geisser–Greenhouse correction. Sidak multiple comparison test was used as a post hoc procedure to evaluate pairwise differences for each slice. The effect sizes for these pairwise comparisons were estimated using Cohen *d* [11] to obtain an index of the magnitude of genotype-related differences.

### Immunostaining for Iba1 and fluorescence microscopy

For immunohistochemical analysis, mice were euthanized at the age of 1.5 weeks (postnatal days 10–11) via intraperitoneal injection of a triple-combination anesthetic (0.75 mg/kg of medetomidine, 4.0 mg/kg of midazolam, and 5.0 mg/kg butorphanol in distilled water), followed by transcardial perfusion with 4% (w/v) paraformaldehyde in phosphate-buffered saline (PBS) at a volume > 1 mL/g body weight. Subsequently, brains were dissected and post-fixed in the same fixative for 24 h at 4 °C. Next, tissues were cryoprotected in 30% (w/v) sucrose in PBS until equilibration and then embedded in Tissue-Tek® O.C.T. Compound (Sakura Finetek, Tokyo, Japan). Coronal brain sections (50-μm thick) were prepared using a Leica CM3050S cryostat, and sectioning coordinates were determined according to the Allen adult mouse brain reference atlas (Allen Institute for Brain Science), targeting the hippocampal region corresponding to approximately image 66 of 132 in the Interactive Atlas Viewer (https://atlas.brain-map.org/) [12]. Afterward, the sections were transferred to a multi-well plate containing PBS to dissolve the embedding medium.

The floating sections were permeabilized with 0.3% (v/v) Triton X-100 in PBS overnight at 4 °C. After permeabilization, the sections were blocked for 3 h at room temperature in PBS containing 10% (v/v) normal donkey serum and 0.1% (v/v) Triton X-100. Then, the sections were incubated with rabbit anti-Iba1 polyclonal antibodies (#019–19741, 1:1,000, Fujifilm Wako, Tokyo, Japan) diluted in blocking buffer for 48 h at 4 °C. After being washed with PBS containing 0.1% (v/v) Tween 20 (PBST), the sections were incubated with a mixture of Cy3 AffiniPure donkey anti-rabbit IgG antibodies (#AB_2307443, 1:1,000, Jackson Laboratories, USA) and DAPI nuclear stain (#340–07971, 1 μg/mL, Dojindo, Kumamoto, Japan) overnight at 4 °C. After being washed with PBST, the brain sections were transferred onto a gelatin-coated glass slide, briefly dried for 10 min at 37 °C, and then sealed with an aqueous Fluoroshield mounting medium with DAPI (#AB_104139, Abcam, USA).

Fluorescence microscopy was performed using a Nikon Eclipse Ti2 inverted microscope system equipped with a Nikon A1R laser confocal microscope scanning unit (Nikon, Tokyo, Japan). Imaging was performed at room temperature using a Plan Apochromat Lambda 100× oil immersion objective (NA 1.45, WD 0.17). The samples were excited with 404- and 560-nm laser lines for DAPI and Cy3, respectively, each at 2% laser power. Emission signals were collected using appropriate bandpass filters (452/45 and 593/46 nm for DAPI and Cy3, respectively) and detected using GaAsP photomultiplier tubes (PMT HV: 140 for DAPI, 77 for Cy3; offset: 0). Confocal images were sequentially acquired in the Galvano scanning mode using a large field of view head (FOV25) to avoid spectral crosstalk. Scans were performed at a resolution of 1024 × 1024 pixels with no line averaging and a scanner zoom of 0.72 × . The scan speed was set to 0.125 (one-way scan direction), and the pinhole size was 47.25 μm, corresponding to approximately 1.2 Airy units. Z-stacks were captured using Ti2 ZDrive across 80 optical sections with a step size of 0.5 μm.

Images were acquired and managed using the NIS-Elements AR software (Nikon, Tokyo, Japan), and postprocessing, including noise reduction, was performed using the Denoise.ai function. In addition, volume rendering of confocal stacks was performed using the NIS-Elements AR software in the depth-coded blending mode.

After acquisition, the images were reconstructed and rendered into 3D microglial models using the Imaris 9.6 software (Bitplane, Zurich, Switzerland). Morphological parameters, including cell surface area and cell volume, were measured using the Imaris MeasurementPro module. Then, the microglial ramification ratio (surface area/volume) was calculated, as previously described [13, 14]. A total of 275–327 microglia per group were analyzed, obtained from four sections per mouse (*n* = 3 mice per group). Statistical analysis was conducted using the unpaired, two-tailed *t*-test for comparisons between two groups, and *p* < 0.05 was considered to indicate statistical significance. Data were visualized using violin plots.

### Hippocampal RNA extraction and transcriptome analysis

Three pairs of male littermate mice (wild-type and *Hoatz*^−/−^) were euthanized via cervical dislocation at 15, 21, and 25 weeks of age (postnatal days 108, 146, and 172). For total RNA extraction, hippocampal tissues were rapidly dissected in ice-cold HBSS followed by homogenization in ice-cold TRIzol reagent (Thermo Fisher Scientific, USA), according to the manufacturer’s protocol. RNA pellets were dissolved in DEPC-treated water, and the RNA concentrations were measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific, USA). The samples were stored at −80 °C until further processing.

Genome-Lead Inc. (Kagawa, Japan) performed RNA quality assessment, mRNA library preparation, and RNA sequencing. Briefly, total RNA was processed using the KAPA mRNA Capture Kit (KAPA BIOSYSTEMS, Inc., USA) for poly(A) RNA enrichment. Furthermore, strand-specific libraries were prepared using the MGIEasy RNA Directional Library Prep Set (MGI Tech Co., Ltd., China). The libraries were sequenced on the DNBSEQ-T7RS platform (MGI) using 150-bp paired-end reads. The resulting data were analyzed as follows: First, the quality of raw sequencing reads (FASTQ files) was assessed using FastQC (v0.12.1). Second, adapter sequences and low-quality bases were removed using Trimmomatic (v0.39) with default settings. Third, the resulting reads were mapped to the mouse reference genome (GRCm39, excluding ribosomal RNA sequences) using STAR (v2.7.10b). Fourth, gene expression levels were quantified using RSEM (v1.3.1), generating expected read counts and TPM values. Fifth, the counts per million (CPM) were calculated from the raw count data using the cpm() function in the edgeR package. Sixth, principal component analysis (PCA) was conducted using the prcomp() function in R with the option scale = TRUE, based on the log-transformed CPM values. Seventh, differential gene expression analysis was conducted in R using the edgeR package (v3.34.1) and its glmLRT() function, and genes with a false discovery rate–adjusted *p*-value < 0.05 and an absolute log_2_ fold change (|log_2_FC|) ≥2 were considered to be significantly differentially expressed. To identify significantly enriched biological processes and pathways, gene set enrichment analysis was conducted using the Metascape online platform (v3.5).

## Results

### Low incidence of severe hydrocephalus in homozygous *Hoatz* mutants

We previously observed hydrocephalus with variable severity in homozygous *Hoatz* mutants [6]. To quantitatively assess this variability, we monitored the incidence of severe hydrocephalus while maintaining the colony by crossing heterozygotes. Heterozygous intercrosses produced 271 pups (females: 137, males: 134) during the past year, with a genotype distribution of 55 wild-type (+/+), 134 heterozygous (+/−), and 82 homozygous mutant (−/−) offspring (Table 1). The proportion of wild-type pups (20.3%) was slightly lower than the Mendelian expectation (25%), whereas the proportion of homozygous mutants was moderately higher (30.3%). No statistically significant sex bias was observed in any genotype group.

**Table 1:** Distribution of offspring genotypes, sex, and incidence of growth retardation associated with a domed skull in 271 pups obtained from 35 heterozygous intercrosses over the past year

*Hoatz* genotype	Sex (female/male)	Growth retardation and domed skull, n (%)
+/+	55 (24/31)	0 (0%)
+/*−*	134 (74/60)	0 (0%)
*−*/*−*	82 (39/43)	4 (4/0; 4.9%)

Values are shown as number (n) and percentage (%). Female and male counts are indicated in parentheses. Growth retardation associated with a domed skull was assessed on postnatal day 21.

Abnormal postnatal deaths or euthanasia due to marked growth retardation associated with a domed skull were recorded in four animals, all of which were homozygous females (4/82, 4.9%). To investigate whether these deaths reflected an underlying systemic defect, we assessed the cardiac function of *Hoatz*^*−/−*^ mice by echocardiography, but no significant abnormalities were detected (Drs. M. Nishida, A. Nishimura, and X. Tang; National Institute for Physiological Sciences; personal communication). Thus, the homozygous mutants were considered essentially viable under the current breeding conditions, with a low incidence of severe hydrocephalus. No deaths were observed among wild-type or heterozygous littermates.

### MRI of the brain ventricles in wild-type and *Hoatz* knockout mice

We used high-resolution T_2_-weighted MRI for in vivo examination of ventricular morphology in six pairs of adult male littermates (wild-type and *Hoatz*^*−/−*^, aged 6–10 weeks; postnatal days 40, 50, 50, 53, 65, and 74). Each mouse was anesthetized using gas, secured on an MRI bed, and placed into the imaging system. After aligning the three mutually orthogonal planes, three datasets were acquired, comprising 69 images (33 coronal, 15 horizontal, and 21 sagittal stacks). The key imaging parameters were as follows: field of view, 20 × 20 mm; in-plane resolution, 512 × 512 pixels; and slice thickness, 0.5 mm with no interslice gap. Imaging was performed using a T_2_-Turbo rapid acquisition with relaxation enhancement (RARE) sequence and completed within 50 min. All mice fully recovered from anesthesia after imaging.

The acquired image stacks nearly covered the entire brain. Although the protocol offered high contrast and resolution, with clear visualization of CSF-filled ventricular spaces as hyperintense regions (Fig. 1), the cerebral aqueduct (the narrow passage connecting the third and fourth ventricles) was not clearly detectable. Blood vessels appeared as hypointense tubular structures. Marked lateral ventricular enlargement was consistently observed in all six *Hoatz*^*−/−*^ mice and appeared to be accompanied by thinning of the surrounding brain parenchyma, particularly in the dorsal hippocampal region, as subsequently quantified. However, the overall brain size remained relatively unchanged (Fig. 1). Edema-like hyperintense lacunae were observed within the corpus callosum of one *Hoatz*^*−/−*^ mouse (Supplementary Figure S1).

**Fig. 1:**
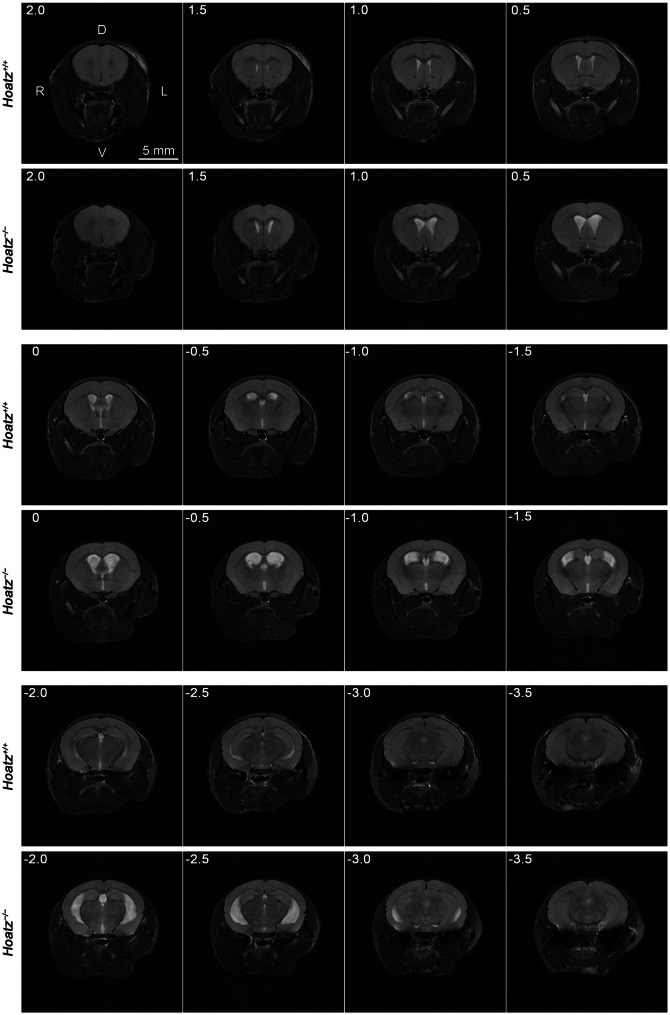
Representative montage of serial T_2_-weighted MRI sections of 6-week-old *Hoatz*^*+/+*^ and *Hoatz*^*−/−*^ mice. The slice dimensions were 20 × 20 mm, and the thickness was 0.5 mm with no interslice gaps. Sections are arranged from the rostral to the caudal direction. The number in the upper left corner of each section indicates the distance (mm) from the anterior commissure. The skin indentation at the lower right of the head was caused by the gas anesthesia tubing

To further support the MRI findings, we performed a preliminary histological assessment using brain tissue samples from two heterozygous and two homozygous adult males. The tissue was fixed in formalin, embedded in paraffin blocks, and sectioned coronally (10 µm thick at 0.1 mm intervals). Following staining using the Klüver–Barrera method, they were examined under light microscopy. The histological observations were consistent with the MRI findings, further supporting the significant lateral ventricular expansion in *Hoatz*^*−/−*^ mice (Supplementary Figure S2). Edematous spaces were also observed in the corpus callosum and periventricular white matter in one homozygote. Consistent with our previous report [6], heterozygotes were asymptomatic, with no detectable ventricular expansion. Collectively, these findings show that *Hoatz*^*−/−*^ mice exhibit mild yet reproducible ventriculomegaly, occasionally accompanied by lacunar lesions in periventricular white matter.

### Measurements of ventricular volume and brain size using serial MRI slice images

We measured the ventricular volume and overall brain size using serial MRI slice images and comparing these values between wild-type and *Hoatz*^*−/−*^ mice. First, ventricular volumes were measured using the Fiji/ImageJ software, by selecting hyperintense regions corresponding to the ventricular lumina using the wand tool and converting them into binary masks (Fig. 2A). Then, ventricular volume was calculated by counting the total number of pixels within the masks across slices. Because the measurements from three mutually orthogonal image stacks were consistent across animals (mean coefficient of variation: 8.3%, range: 1.0%–17.5%, *n* = 12), the average of the three stacks was considered the representative ventricular volume for each mouse. The average ventricular volume of *Hoatz*^*−/−*^ mice (26.51 ± 4.95 mm^3^, mean ± SD) was ~4.7-fold greater than that of wild-type mice (5.66 ± 1.05 mm^3^, *p* = 0.0022, Mann–Whitney U test, *n* = 6) (Fig. 2B). Separate quantification of the lateral, third, and fourth ventricles revealed marked enlargement of the lateral and third ventricles in *Hoatz*^*−/−*^ mice compared with wild-type mice (Fig. 2C).

**Fig. 2:**
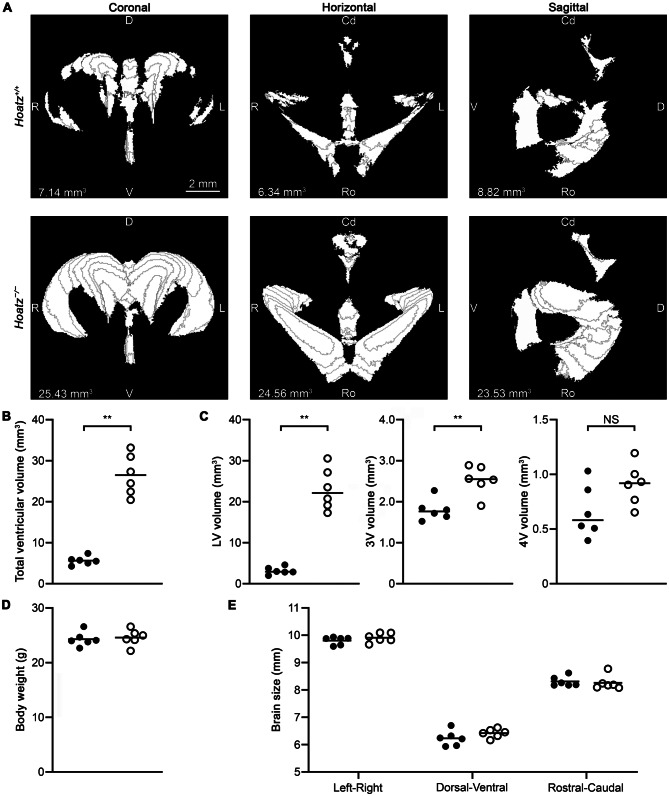
Measurements of ventricular volume and brain size. (**A**) Representative segmentation and volume measurement of the brain ventricles of 6-week-old wild-type and null mice. The hyperintense areas corresponding to ventricular lumina were selected using the wand tool in Fiji/Imagej to create masks. The ventricular volumes were estimated from each of the three mutually orthogonal image stacks and then averaged. (**B**–**E**) Filled circles, wild-type; open circles, null. (**B**) Comparison of total ventricular volume (scatter dot plots with mean bars). **, *p* = 0.0022, Mann–Whitney U test, *n* = 6. (**C**) The data presented in (**B**) were further subdivided to separately analyze the lateral, third, and fourth ventricles. **, *p* < 0.005, Mann–Whitney U test; NS, not significant. (**D**) Comparison of body weight. (**E**) Comparison of brain size

The body weights measured on the day of imaging were comparable between the two genotypes (Fig. 2D). The overall brain sizes—left–right, ventral–dorsal, and rostral–caudal lengths of the cerebrum—measured using 3D Slicer software did not differ significantly between the two genotypes (Fig. 2E).

### Measurements of brain volume and calculation of parenchymal volume

We also quantified total brain volume in MRI sections containing the cerebrum. First, we manually traced the brain outline in each section using the freehand selection tool in Fiji/ImageJ. Then, we multiplied the traced area by the slice thickness to obtain the volume. For slice-by-slice volume comparisons, the anterior commissure was used as an anatomical landmark for aligning the rostro-caudal and dorso-ventral positions. Consistent with the brain size measurements described above, there were no statistically significant differences in total brain volume between wild-type and *Hoatz*^*−/−*^ mice (336.6 ± 11.1 vs. 347.4 ± 16.1 mm^3^, mean ± SD; Fig. 3A). Slice-by-slice analysis revealed a trend toward increased volume in *Hoatz*^*−/−*^ mice across the coronal, horizontal, and sagittal datasets, but this was not statistically significant (Fig. 3B, C and Supplementary Fig. S3A, B).

**Fig. 3:**
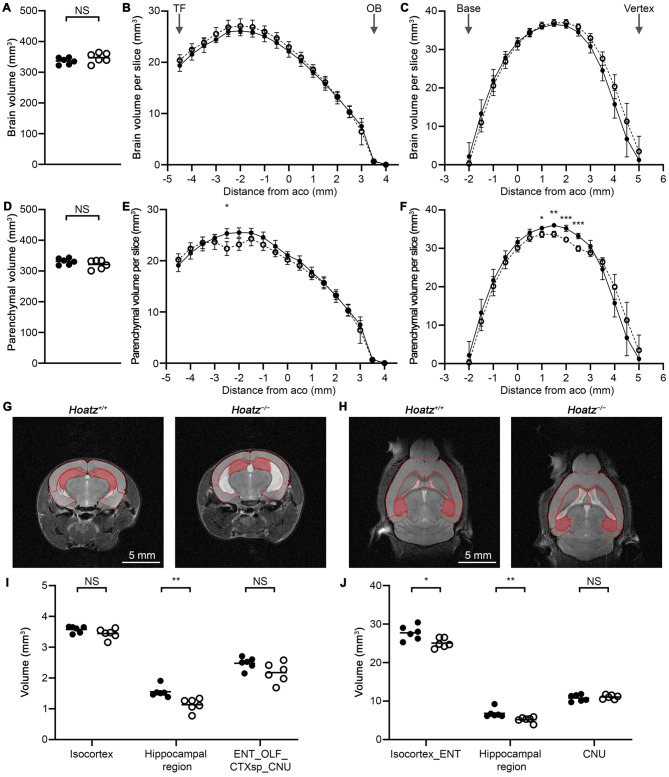
Brain and parenchymal volume measurements. (**A**–**F**, **I**, **J**) Filled circles, wild-type; open circles, null. (**A**) Comparison of total brain volume (scatter dot plots with mean bars). (**B**) Slice-by-slice comparison of brain volume using coronal sections (mean ± standard deviation). TF, transverse fissure; OB, olfactory bulb. (**C**) Slice-by-slice comparison of brain volume using horizontal sections (mean ± standard deviation). (**D**) Comparison of total parenchymal volume. (**E**) Slice-by-slice comparison of parenchymal volume using coronal sections. *, *p* = 0.0316 (Sidak multiple comparison test), *n* = 6. (**F**) Slice-by-slice comparison of parenchymal volume using horizontal sections. *, *p* = 0.0402, **, *p* = 0.0029, ***, *p* < 0.0007 (Sidak multiple comparison test), *n* = 6. (**G**) Representative coronal slice at −2.5 mm from the anterior commissure. The cerebrum was segmented into three regions, and the hippocampal regions are highlighted. (**H**) Representative horizontal slice at 2 mm from the anterior commissure. The cerebrum was segmented into three regions, and the hippocampal regions are highlighted. (**I**) Comparison of regional parenchymal volumes in the coronal slice at −2.5 mm from the anterior commissure. ENT, entorhinal area; OLF, olfactory areas; CTXsp, cortical subplate; CNU, cerebral nuclei. **, *p* = 0.0022, Mann–Whitney U test, *n* = 6. (**J**) Comparison of the regional parenchymal volumes in the horizontal slices at 1.0–2.5 mm from the anterior commissure. *, *p* = 0.0238, **, *p* = 0.0022, Mann–Whitney U test, *n* = 6

Brain parenchymal volume was calculated by subtracting the aforementioned ventricular volume from the total brain volume. Overall parenchymal volume was similar between wild-type and null genotypes, with no significant differences (331.5 ± 10.4 vs. 321.7 ± 14.4 mm^3^, mean ± SD; Fig. 3D). In contrast, slice-by-slice comparisons revealed a trend toward reduced parenchymal volume in *Hoatz*^*−/−*^ mice, with several slices exhibiting statistically significant reductions (Fig. 3E, F and Supplementary Fig. S3C, D). The level of sensitivity for detecting genotype-dependent differences varied across the three orthogonal datasets. The horizontal dataset provided the highest statistical power, as evidenced by the plot of effect sizes (Supplementary Fig. S3E).

To further investigate the cerebral regions contributing to the observed differences, we focused on slices showing significantly reduced parenchymal volume in the coronal and horizontal datasets. Segmentation of cerebral parenchyma within these regions revealed significant reduction in hippocampal volume in *Hoatz*^*−/−*^ mice. In the coronal dataset, hippocampal volume at −2.5 mm from the anterior commissure was reduced by approximately 27% compared with wild-type controls (1.56 ± 0.18 mm^3^ vs. 1.14 ± 0.21 mm^3^, mean ± SD; *p* = 0.0022, Mann–Whitney U test, *n* = 6). Similarly, in the horizontal dataset, hippocampal volume integrated across slices spanning 1.0–2.5 mm from the anterior commissure was decreased by approximately 24% in *Hoatz*^*−/−*^ mice (6.86 ± 1.19 mm^3^ vs. 5.22 ± 0.70 mm^3^, mean ± SD; *p* = 0.0022, Mann–Whitney U test, *n* = 6) (Fig. 3G–J). Additionally, the horizontal datasets showed a reduction (~10%) in the iso- and entorhinal cortices (27.76 ± 1.87 mm^3^ vs. 25.07 ± 1.23 mm^3^, mean ± SD; *p* = 0.0238, Mann–Whitney U test, *n* = 6). These findings indicate that ventriculomegaly in *Hoatz*^*−/−*^ mice is accompanied by deformation of the surrounding brain parenchyma, mainly in the hippocampus.

### Onset of ventriculomegaly during weaning and detection of hippocampal microglial activation

To determine when ventricular enlargement emerges, we performed histological examination of formalin-fixed sections of brain tissue harvested from mice at birth and at 1.5 weeks of age. Hematoxylin and eosin staining revealed no ventricular enlargement at birth (two wild types, two asymptomatic heterozygotes and five homozygotes; Supplementary Fig. S4A), whereas mild enlargement was observed at 1.5 weeks of age (five asymptomatic heterozygotes and five homozygotes; Fig. 4A).

**Fig. 4:**
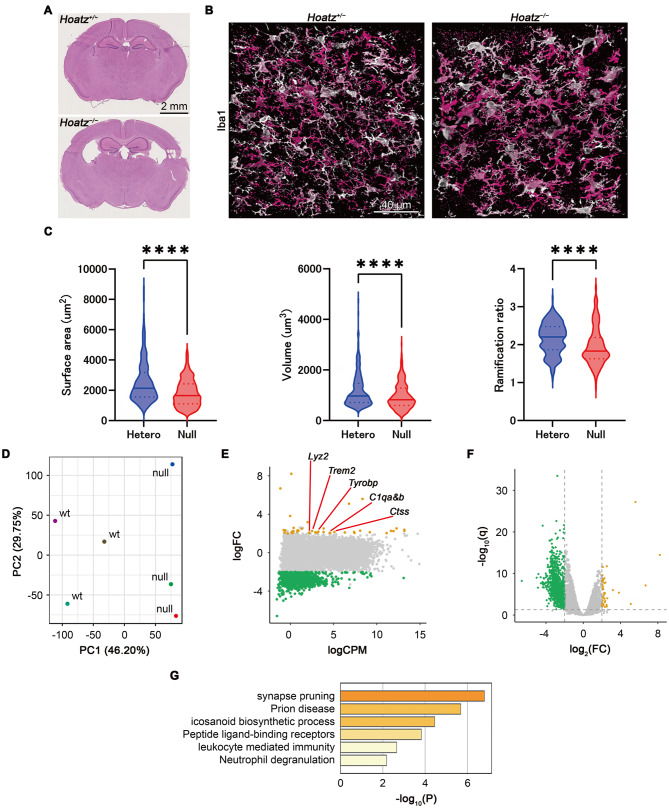
Detection of ventriculomegaly at the weaning stage and evidence of hippocampal microglial activation. (**A**) Representative hematoxylin and eosin-stained coronal brain sections at 1.5 weeks of age. (**B**) Representative 3D confocal image of Iba1-positive microglia in the hippocampus (174 × 174 × 40 μm) at 1.5 weeks of age, shown with depth color coding (lighter colors indicate more superficial optical planes and darker pink colors indicate deeper planes). (**C**) Morphological analysis of hippocampal microglia. Violin plots show the surface area, volume, and ramification index in asymptomatic heterozygous and *Hoatz*^*−/−*^ mice. ****, *p* < 0.0001, two-tailed *t*-test, *n* = 275–327. (**D**) Principal component analysis of RNA sequencing data. (**E**) MA plot showing microglia-related genes upregulated in the hippocampus of *Hoatz*^*−/−*^ adult mice. Orange, upregulated genes; green, downregulated genes. (**F**) Volcano plot of differentially expressed genes (adjusted *p* < 0.05, |log2 Fold change| ≥2). Orange, upregulated genes; green, downregulated genes. (**G**) Gene ontology enrichment analysis of upregulated genes

Because microglial activation occurs in several brain pathologies, including hydrocephalus [5, 15, 16], we also investigated changes in hippocampal microglial morphology at 1.5 weeks of age by examining coronal brain sections (40 μm Z stacks) immunostained with anti-Iba1 antibodies (three asymptomatic heterozygotes and three homozygotes) using confocal microscopy. The hippocampal microglia in *Hoatz*^*−/−*^ mice exhibited reduced process complexity compared with those in asymptomatic heterozygotes (Fig. 4B, C), consistent with an activated phenotype.

MRI performed when the mice were 3 weeks old (three wild-type and three homozygotes; a subset of the 12 mice that also underwent MRI at 6–10 weeks old, as described above) revealed that by 3 weeks of age, the degree of ventriculomegaly in *Hoatz*^*−/−*^ mice was comparable to that observed in adult mice (Supplementary Fig. S4B).

Transcriptomic analyses of the adult mouse hippocampus tissue were also conducted. Briefly, total RNA was extracted from freshly dissected hippocampi harvested from three age-matched male wild-type and *Hoatz*^*−/−*^ littermates (aged 15, 21, and 25 weeks) and then subjected to RNA sequencing. 

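The 6 libraries were labelled *Hoatz*-/- (n = 3) or wild-type (n = 3), with 1 mouse of each genotype at postnatal days 172 (replicate 1), 146 (replicate 2), and 108 (replicate 3). The authors enriched poly(A) RNA, prepared strand-specific libraries, mapped the paired-end reads to GRCm39 without ribosomal RNA sequences, and quantified genes with RSEM. The deposited table holds TPM values for 56941 genes, rounded to 2 decimals. TPM values are scaled to the same total in every library, so the number of reads behind each value is unknown and no counting interval is given. The targeted gene, *Hoatz*, lies on chromosome 9 of GRCm39 from 50992355 to 51013431 on the minus strand. Its TPM was 0.35, 0.24, and 0.56 in the libraries labelled *Hoatz*-/- at postnatal days 172, 146, and 108, and 0.13, 0.36, and 0.50 in the wild-type libraries of the same ages. The difference on the log2(TPM + 0.1) scale was 0.22, with overlapping genotypes, and it lay between −0.17 and 0.60 under 27 alternative settings. Not all of these acted on *Hoatz*, which lay below the level required for testing. Quantile normalization and the corrections for transcript length and GC content left its value unchanged. A value per gene does not show which exons the reads came from, so *Hoatz* could not check the labels, and every direction given from these data rests on the labels alone. The comparison between genotypes used limma on log2(TPM + 0.1), which understates the change of genes with low values, for the 18509 genes with a TPM of at least 0.5 in at least 3 of the 6 libraries. The median log2 fold change over the genes tested was −0.44. It was 0.06 after median-of-ratios scaling, 0.09 after quantile normalization, and −0.24 after rescaling without mitochondrially encoded genes. Mitochondrially encoded mRNA made up 27.1% ± 2.40 (SD, n = 3) of the TPM in the libraries labelled *Hoatz*-/- and 10.6% ± 2.72 (SD, n = 3) in wild-type libraries. Neither this share nor the rescaling covers 5 nuclear copies of mitochondrial sequence, with which RSEM shares reads. Together with these copies, the share was 38.5% ± 2.99 (SD, n = 3) and 13.8% ± 3.59 (SD, n = 3). The number of genes with a TPM of at least 0.5 was 16956 ± 939 (SD, n = 3) and 19468 ± 1013 (SD, n = 3), respectively.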

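Principal component analysis with centring and scaling was performed on log2(TPM + 0.1) of the genes tested. The PC1 share of variance was 52.6%, and PC2 took 26.7%. The PC1 coordinates of the libraries labelled *Hoatz*-/- were 137, 101, and −19.3 at postnatal days 172, 146, and 108. In the wild-type libraries of the same ages, they were −57.6, −43.5, and −118. The genotypes did not overlap on PC1 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The postnatal day 108 library labelled *Hoatz*-/-, which lay closest to the wild-type libraries on PC1, was the farthest from the other libraries on PC2, with a coordinate of 128. Leaving out this library moved the PC1 share of variance most, to 64.7%. The genotypes did not overlap in 22 of 24 alternatives. They overlapped without wild-type replicate 3, where the PC1 share was 51.3%, and with protein-coding genes only, an alternative chosen after seeing the data, where it was 53.7%.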

Principal component analysis revealed a clear separation between wild-type and null samples along the PC1 axis, accounting for 46.2% of the total variance (Fig. 4D).

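At an adjusted p below 0.05 and an absolute log2 fold change of at least 2, 11 genes were higher and 1403 genes were lower in the libraries labelled *Hoatz*-/- than in wild-type libraries. With the littermate pair as a block, the counts were 23 higher and 1446 lower. Quantile normalization moved the split most, to 107 higher and 571 lower, so that higher genes were 15.8% of the genes past the threshold instead of 0.778%. Leaving out single libraries gave 4 higher genes without replicate 1 of the libraries labelled *Hoatz*-/- and 28 without wild-type replicate 1, and 786, 747, and 516 lower genes without wild-type replicates 1, 2, and 3. At an adjusted p below 0.05 alone, 171 genes were higher and 3622 were lower. These counts were 1487 and 2114 under median-of-ratios scaling, and 1459 and 1910 under quantile normalization, so most of this imbalance depended on the scaling. The genotypes did not overlap for 6940 of the genes tested (37.5%, against 10% by chance). Of the lower genes, 224 (16.0%) were protein-coding in the GENCODE M39 annotation. Among the classes by place in the genome, non-coding genes inside an intron of a protein-coding gene on the same strand were lower most often, 552 of 903 (61.1%), with a median log2 fold change of −2.48. Among antisense genes, 372 of 1732 (21.5%) were lower, and among protein-coding genes 224 of 14180 (1.58%), with a median log2 fold change of −0.38 that became 0.12 under median-of-ratios scaling.

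**Figure D1:**
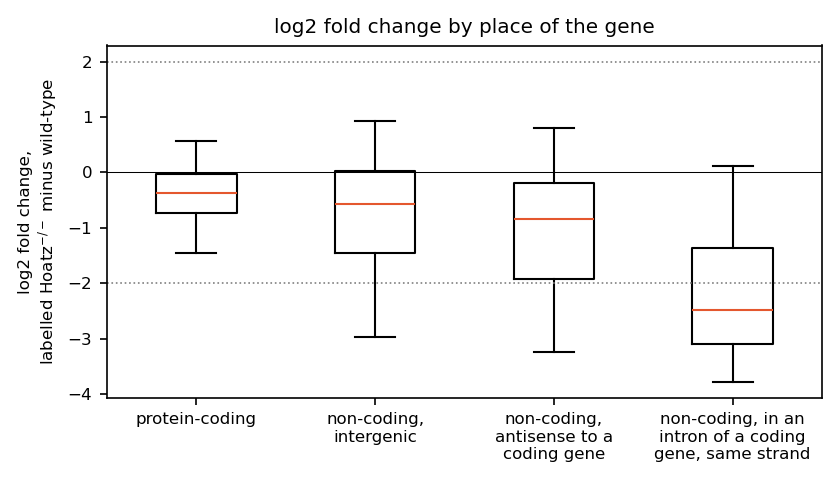
Log2 fold change between the libraries labelled *Hoatz*-/- and wild-type libraries for the genes tested, by place in the annotation. Boxes span the quartiles with the median, whiskers reach the 5th and 95th percentiles, and dotted lines mark an absolute log2 fold change of 2, which the median of the same-strand intronic genes (−2.48) lies beyond.

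The lowest log2 fold changes among genes lower in all 3 pairs belonged to the processed pseudogene *Gm49867*, the transcribed pseudogene *1810014B01Rik*, and the small nucleolar RNA gene *Gm26448*, each listed at 0 in all 3 libraries labelled *Hoatz*-/-. Their TPM in wild-type libraries at postnatal days 172, 146, and 108 was 13.4, 8.79, and 21.7 for *Gm49867*, 5.08, 7.64, and 21.8 for *1810014B01Rik*, and 6.61, 6.13, and 15.3 for *Gm26448*. They were followed by *Gm24950*, *Rnu2-10*, and *Gm23849*, copies of the U2 small nuclear RNA gene whose values were tied in every library and are therefore uncertain. Their shared log2 fold change was −5.90 (standard error 1.48, adjusted p = 0.0225 from limma with Benjamini-Hochberg adjustment), and their TPM was 0, 6.67, and 0 in the libraries labelled *Hoatz*-/- and 7.83, 60.3, and 29.7 in wild-type libraries. The adjusted p of *Gm24950* was above 0.05 in 8 of 25 alternatives, within a range of 0.0011 to 0.09. It was 0.0742 without wild-type replicate 2, 0.09 without wild-type replicate 3, 0.0748 without replicate 3 of both genotypes, 0.053 under median-of-ratios scaling, 0.0546 under quantile normalization, 0.0597 with no filter on low values, 0.052 in limma without the trend, and 0.0818 with robust estimation.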

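The 6 genes labelled in Fig. 4E as microglia-related were higher in the libraries labelled *Hoatz*-/- in all 3 pairs. *Trem2* (chromosome 17, 48653429 to 48661175, plus strand) had a TPM of 10.9 ± 0.509 (SD, n = 3) against 3.17 ± 1.51 (SD, n = 3) in wild-type libraries, a log2 fold change of 1.87 (standard error 0.38, adjusted p = 0.00964 from limma with Benjamini-Hochberg adjustment). *Tyrobp* (chromosome 7, 30113170 to 30117010, plus strand) had a TPM of 47.2 ± 9.03 against 15.0 ± 9.22 and a log2 fold change of 1.81 (standard error 0.40, adjusted p = 0.0138). For *C1qa* (chromosome 4, 136623223 to 136626161, minus strand), the values were 54.4 ± 2.34 and 18.2 ± 7.48, with a log2 fold change of 1.65 (standard error 0.28, adjusted p = 0.00467). *Lyz2* (chromosome 10, 117111557 to 117118346, minus strand) had a TPM of 7.97 ± 2.12 against 2.48 ± 0.480 and a log2 fold change of 1.63 (standard error 0.33, adjusted p = 0.00907). *C1qb* and *Ctss* had log2 fold changes of 1.65 and 1.77 (adjusted p = 0.00536 and 0.00489). All 6 had an adjusted p below 0.05, and none reached an absolute log2 fold change of 2. All 6 did so with an adjusted p below 0.05 under median-of-ratios scaling, with log2 fold changes between 2.12 and 2.37, and under quantile normalization, with log2 fold changes between 2.08 and 2.46. Without wild-type replicate 1, *Trem2*, *Tyrobp*, and *Ctss* did so as well, with log2 fold changes of 2.20, 2.27, and 2.04, and without replicate 1 of both genotypes with 2.17, 2.14, and 2.02. The adjusted p of *Tyrobp* was 0.0556 without wild-type replicate 3, and that of *Lyz2* was 0.0824 without replicate 1 and 0.0544 without wild-type replicate 3. Over all alternatives, their adjusted p lay between 0.0042 and 0.0556 and between 0.00388 and 0.0824, respectively.

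**Figure D2:**
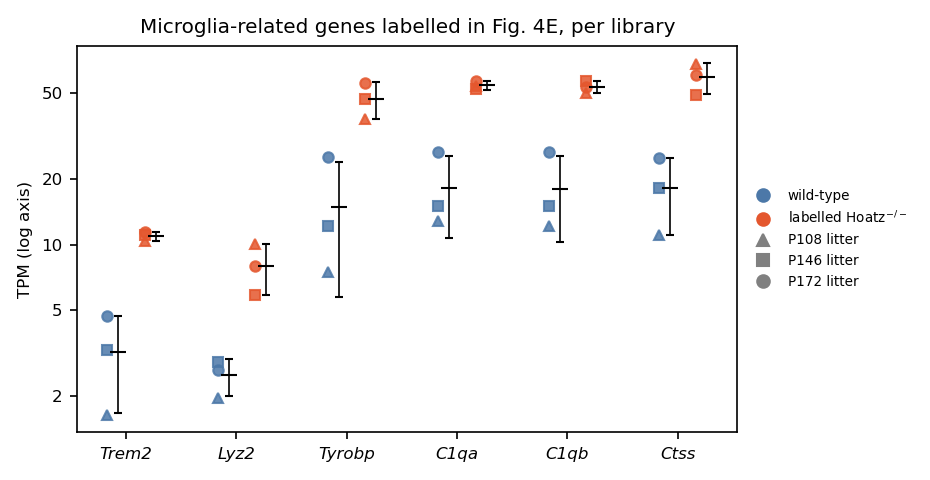
TPM of the 6 microglia-related genes of Fig. 4E in each library, with the mean and SD of each genotype. The libraries labelled *Hoatz*-/- (n = 3) lie above the wild-type libraries (n = 3) for each gene, for example 10.4 to 11.4 against 1.63 to 4.65 TPM for *Trem2*.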

Differential expression analysis, using a threshold of adjusted *p* < 0.05 and |log2 fold change| ≥2, revealed 41 upregulated genes, including *Trem2*, *Tyrobp*, *C1qa*, and *Lyz2*, and 953 downregulated genes in *Hoatz*^*−/−*^ mice compared with wild-type mice (Fig. 4E, F). Gene ontology and pathway enrichment analyses of the upregulated genes revealed significant overrepresentation of terms related to immune activation (leukocyte-mediated immunity and neutrophil degranulation), synaptic remodeling (synapse pruning and peptide ligand–binding receptors), and lipid mediator biosynthesis (icosanoid biosynthetic process) (Fig. 4G). 

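No term database was available, so the terms were not recomputed. The 11 genes past the threshold in the higher direction held 2 protein-coding genes, 7 antisense non-coding genes, and 2 intergenic pseudogenes. The protein-coding genes were *Ecrg4* and *Tm4sf5*. *Ecrg4* (chromosome 1, 43769754 to 43781743, plus strand) had a TPM of 19.4, 7.41, and 7.42 in the libraries labelled *Hoatz*-/- and of 1.75, 1.96, and 1.82 in wild-type libraries at postnatal days 172, 146, and 108. Its log2 fold change was 2.41 (standard error 0.41, adjusted p = 0.00429 from limma with Benjamini-Hochberg adjustment). It was below the fold-change threshold without replicate 1 of the libraries labelled *Hoatz*-/-, at 1.95, without replicate 1 of both genotypes, at 1.92, and with a pseudocount of 1, at 1.99. *Tm4sf5* was listed at 0 in all 3 wild-type libraries and at 0.66, 0.74, and 0.85 TPM in the libraries labelled *Hoatz*-/-. The largest log2 fold changes belonged to *Gm29216*, *Gm20536*, *Gm56864*, *Gm8203*, and *Gm16042*. *Gm29216*, a pseudogene on chromosome 1 (24654787 to 24655278, minus strand) that matches mitochondrial sequence, had a log2 fold change of 5.06 (standard error 0.47, adjusted p = 0.000576), and the antisense gene *Gm56864* one of 4.17 (standard error 0.88, adjusted p = 0.0111). *Gm20536* was listed at 0 in all 3 wild-type libraries and at 0.72, 1.45, and 6.68 TPM in the libraries labelled *Hoatz*-/-. The log2 fold changes of the pseudogenes *Gm8203* and *Gm16042*, which lie antisense to other genes, were 3.34 and 3.31. The adjusted p of *Gm16042* was 0.0654 without wild-type replicate 2 and 0.0865 without wild-type replicate 3, and ranged from 0.0069 to 0.0865 over all alternatives. That of *Gm56864* was 0.0601 without replicate 1 of both genotypes and lay between 0.000859 and that value otherwise. With a pseudocount of 1, the log2 fold changes of *Gm56864*, *Gm8203*, and *Gm16042* were below the fold-change threshold, at 1.97, 1.18, and 1.28, and with a pseudocount of 0.5 those of *Gm8203* and *Gm16042* were, at 1.76 and 1.83. *Gm20536* was below the fold-change threshold in 1 of its 19 alternatives. Of the 11 genes, 2 remained past the threshold with a pseudocount of 1 and 5 with a pseudocount of 0.5. The remaining *Gm20457*, *Gm13307*, *Atad3aos*, and *Gm10925* had log2 fold changes between 2.11 and 2.54, and *Gm10925* was below the fold-change threshold without wild-type replicate 3, at 1.88, without replicate 3 of both genotypes, at 1.77, and under quantile normalization, at 1.47, where its adjusted p was 0.0618 (range 0.00105 to 0.0618 over all alternatives). These 4 genes, *Ecrg4*, and *Tm4sf5* were named after their values were seen.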

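Of the 15 genes that the paper names from its transcriptome, 12 had an adjusted p below 0.05 over all genes tested and 14 when adjusted over the list alone. The study chose the list on these libraries, so the second count is not independent evidence. None passed both parts of the threshold in limma, while 14 had an unadjusted p below 0.05. *Sst* (chromosome 16, 23707321 to 23711733, minus strand) had a TPM of 316 ± 88.5 (SD, n = 3) in the libraries labelled *Hoatz*-/- and 97.7 ± 32.0 (SD, n = 3) in wild-type libraries, a log2 fold change of 1.71 (standard error 0.29, adjusted p = 0.00408 from limma with Benjamini-Hochberg adjustment). *Npy* (chromosome 6, 49799026 to 49806489, plus strand) had a TPM of 82.1 ± 21.9 against 24.1 ± 10.1 and a log2 fold change of 1.83 (standard error 0.35, adjusted p = 0.0073). For *Cort* (chromosome 4, 149209491 to 149211266, minus strand), the values were 6.98 ± 0.955 and 1.87 ± 0.753, with a log2 fold change of 1.92 (standard error 0.37, adjusted p = 0.00795). *Ptgds* (chromosome 2, 25352795 to 25362601, minus strand) had a TPM of 533 ± 219 against 163 ± 86.7 and a log2 fold change of 1.73 (standard error 0.41, adjusted p = 0.0172). These 4 genes were higher in all 3 pairs and passed the threshold under median-of-ratios scaling, with log2 fold changes of 2.22, 2.34, 2.41, and 2.24. Without wild-type replicate 1, *Npy*, *Cort*, and *Ptgds* also passed it, with log2 fold changes of 2.10, 2.18, and 2.14. Without replicate 2 of the libraries labelled *Hoatz*-/-, *Cort* and *Ptgds* did, at 2.01 and 2.11. Without replicate 1 of both genotypes, the log2 fold changes of *Sst*, *Npy*, *Cort*, and *Ptgds* were 2.08, 2.22, 2.08, and 2.03, and without replicate 2 those of *Npy* and *Cort* were 2.04 and 2.08, all past the threshold. The adjusted p of *Ptgds* was above 0.05 without wild-type replicate 2 (0.0637), without wild-type replicate 3 (0.0882), and without replicate 3 of both genotypes (0.0613), and ranged from 0.00125 to 0.0882 over all alternatives. *Ttr* (chromosome 18, 20797253 to 20807467, plus strand) had a TPM of 658, 8.88, and 13.7 in the libraries labelled *Hoatz*-/- at postnatal days 172, 146, and 108 and of 11.4, 10.5, and 10.8 in wild-type libraries. Its log2 fold change was 1.98 (standard error 1.32, adjusted p = 0.323). Without the postnatal day 172 library labelled *Hoatz*-/-, in which 9 of 12 other choroid plexus genes also had their highest value, it was 0.022. Without replicate 2 of both genotypes, it was 3.09 (adjusted p = 0.00272 from limma). The libraries labelled *Hoatz*-/- left in that fit had 658 and 13.7 TPM. That adjusted p does not reflect this spread and is no evidence of a rise. Over all alternatives, the adjusted p of *Ttr* ranged up to 0.978. *Ltc4s* (chromosome 11, 50127288 to 50129443, minus strand) had a TPM of 5.70, 3.78, and 7.63 in the libraries labelled *Hoatz*-/- and of 2.68, 1.03, and 0 in wild-type libraries. Its log2 fold change was 3.04 (standard error 1.02, adjusted p = 0.0654) and it passed the threshold with the littermate pair as a block (adjusted p = 0.0474). It also did so without wild-type replicate 1, with a log2 fold change of 4.05 (adjusted p = 0.0344), and without replicate 1 or 2 of both genotypes, at 4.03 and 3.67. Over all alternatives, its log2 fold change ranged from 1.42 to 4.18 and its adjusted p from 0.00256 to 0.136. The lowest adjusted p came from the fit without replicate 2 of both genotypes. The wild-type values left in that fit were 2.68 and 0 TPM, so it says little. *Cyp4f17* (chromosome 17, 32725024 to 32749175, plus strand) had a TPM of 1.26 ± 0.232 (SD, n = 3) against 0.420 ± 0.171 (SD, n = 3) and a log2 fold change of 1.43 (standard error 0.46, adjusted p = 0.0577, and 0.0445 with the block). It passed the threshold under quantile normalization, with a log2 fold change of 2.48 (adjusted p = 0.00628), and had an adjusted p of 0.0144 under median-of-ratios scaling and of 0.431 without replicate 2 of both genotypes. Over its 23 alternatives, the adjusted p of *Cyp4f17* ranged from 0.00628 to 0.431 and was above 0.05 in 14.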

Representative genes included *Trem2*, *Tyrobp*, *C1qa*, and *Lyz2* for immune activation; *Sst*, *Npy*, *Cort*, and *Ttr* for synaptic remodeling; and *Ltc4s*, *Cyp4f17*, and *Ptgds* for lipid signaling. 

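*mt-Atp6* (bases 7927 to 8607 of the mitochondrial genome) had a TPM of 15787 ± 6808 (SD, n = 3) in the libraries labelled *Hoatz*-/- and 4863 ± 1998 (SD, n = 3) in wild-type libraries. Its log2 fold change was 1.67 (standard error 0.41, adjusted p = 0.0216 from limma with Benjamini-Hochberg adjustment), and without replicate 3 of the libraries labelled *Hoatz*-/- it passed the threshold at 2.09. Its adjusted p was above 0.05 without replicate 1 (0.0534) or 2 (0.0728) of the libraries labelled *Hoatz*-/-, without wild-type replicate 2 (0.0629) or 3 (0.0967), and without replicate 2 of both genotypes (0.0681). It was 0.104 under median-of-ratios scaling, with a log2 fold change of 2.18, and 0.101 under quantile normalization. Over all 25 alternatives the adjusted p of *mt-Atp6* ranged from 0.00245 to 0.104 and was above 0.05 in 9. *mt-Co2* (bases 7013 to 7696) had a TPM of 9189 ± 615 against 3132 ± 759, a log2 fold change of 1.58 (standard error 0.24, adjusted p = 0.00252), and passed the threshold at 2.09 under median-of-ratios scaling. Both genes were higher in all 3 pairs. Nuclear copies of these genes lie on chromosome 1, and RSEM shares reads between identical sequences, so the value of each copy is uncertain. *Gm10925* matches *mt-Atp6* over 678 bases and *Gm28661* matches *mt-Co2* over 681 bases, both at 100% identity. The sum of *mt-Atp6* and *Gm10925* was 38313 ± 4053 (SD, n = 3) against 10217 ± 3854 (SD, n = 3) TPM, a log2 fold change of 1.97. For *mt-Co2* and *Gm28661*, the sum was 49032 ± 6454 against 13901 ± 4768 TPM, a log2 fold change of 1.87. The mitochondrial rRNA genes changed the other way, with a log2 fold change of −0.97 for *mt-Rnr1* (adjusted p = 0.056) and −1.74 for *mt-Rnr2* (adjusted p = 0.00924). Under median-of-ratios scaling these were −0.46 (adjusted p = 0.809) and −1.22 (adjusted p = 0.524). Over all alternatives, their adjusted p ranged from 0.0436 to 0.809 and from 0.00456 to 0.524, respectively.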

Mitochondrial transcripts (*mt-Atp6* and *mt-Co2*) and *Ctss* were mapped to the prion disease pathway in the Kyoto Encyclopedia of Genes and Genomes, indicating alterations in metabolic and neurodegenerative pathways. Collectively, these transcriptomic profiles show that *Hoatz* deficiency is associated with neuroimmune activation and changes in synaptic and metabolic gene expression within the hippocampus, correlating with the observed ventriculomegaly phenotype.

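Gene lists were compared with camera at a preset correlation between genes, against all other genes tested, with adjustment over 19 lists. The 6 genes of Fig. 4E had a median log2 fold change of 1.71, or 2.16 above the median of all genes tested (adjusted p = 5.4e-12, 6 of 6 genes higher). These genes were chosen by the study from the same libraries. A list of homeostatic microglial genes had a median of 0.32, or 0.76 above that of all genes (adjusted p = 9.61e-06), with 14 of 20 genes higher. The lowest log2 fold change in the list was −1.33, for *Mertk*. Genes of disease-associated microglia had a median of 0.59, or 1.03 above that of all genes (adjusted p = 1.42e-07), with 12 of the 16 genes tested higher and *Lpl* at −1.63. None of the 19 lists had an adjusted p below 0.05 when the correlation between genes was estimated, nor under fry, where the values for these 3 lists were 0.0597, 0.517, and 0.387, and under each of these tests 3 lists had an unadjusted p below 0.05. Within the homeostatic list, the log2 fold change was 0.19 for *P2ry12*, 0.37 for *Tmem119*, and 0.39 for *Csf1r* (adjusted p = 0.530, 0.350, and 0.358). Under median-of-ratios scaling, which moved the median of all genes tested from −0.44 to 0.06, these were 0.70, 0.88, and 0.90 (adjusted p = 0.0346, 0.0461, and 0.0160), and the median of the list was 0.82. Under quantile normalization they were 0.62, 0.85, and 0.83 (adjusted p = 0.0312, 0.0636, and 0.0227). Over all alternatives, their adjusted p ranged from 0.0258 to 0.840, from 0.0199 to 0.751, and from 0.0160 to 0.863. The log2 fold change was −0.30 for *Cx3cr1*, which became 0.21 under median-of-ratios scaling and 0.14 under quantile normalization. *Aif1*, which encodes Iba1, had a TPM of 12.3 ± 5.64 (SD, n = 3) against 10.7 ± 3.26 (SD, n = 3) and a log2 fold change of 0.11 (standard error 0.41, adjusted p = 0.882 from limma with Benjamini-Hochberg adjustment), which lay between −0.28 and 0.57 as libraries or pairs were left out. The log2 fold change of *Aif1* was 0.62 under median-of-ratios scaling and 0.58 under quantile normalization (adjusted p = 0.459 and 0.467 from limma). In the pair at postnatal day 108, *Aif1* was lower in the library labelled *Hoatz*-/-. From the upregulated genes and the terms to which they map, the paper concludes that *Hoatz* deficiency is associated with neuroimmune activation and with altered expression of synaptic and metabolic genes in the hippocampus, and it relates these profiles to the ventriculomegaly.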

Overall, these findings demonstrate the rapid emergence of ventricular expansion during early postnatal development, which is generally established by the time of weaning. The low incidence of abnormal deaths thereafter (Table 1) suggests that ventriculomegaly transitions into a relatively stable chronic phase, although the mechanisms underlying this stabilization remain unclear.

## Discussion

We characterized structural abnormalities in the brain of *Hoatz*^*−/−*^ mice using descriptive morphological analyses. Severe hydrocephalus was rare (Table 1), with the majority of *Hoatz*^*−/−*^ mice developing mild, reproducible ventriculomegaly (Figs. 1 and 2) that did not affect total brain size or volume. However, it caused considerable deformation of the surrounding parenchyma, mainly in the hippocampus (Fig. 3). Ventriculomegaly emerged acutely during the first 3 weeks after birth and then transitioned into a chronic phase, accompanied by changes in hippocampal microglial morphology and gene expression (Fig. 4).

The early postnatal onset of ventriculomegaly is consistent with the fact that *Hoatz* is a motile cilia and flagella-associated gene and that the ependyma undergoes motile ciliogenesis during the postnatal period [17, 18]. It remains unclear why a small subset of homozygotes (four females) developed severe hydrocephalus. Notably, Liu et al. reported a significant difference in CSF production rates in rodents according to sex, with young females producing ~30% more CSF than age-matched males [19]. This suggests that female brains may be more vulnerable to disturbances in CSF circulation arising from dysfunctional motile cilia.

The ventricular volume increased by ~4.7-fold in *Hoatz*^*−/−*^ mice, corresponding to an estimated 2.8-fold increase in ventricular surface area, assuming isotropic expansion (surface area ∝ volume^2/3^). Ependymal cells are terminally differentiated derivatives of radial glial cells that have fulfilled their neurogenic potential [20]. Thus, it is intriguing to consider the underlying mechanism of ventricular surface expansion. Possibilities include hypertrophy of individual ependymal cells, re-entry into the cell cycle, or recruitment of other glial cell types.

Recent large-scale human genetic studies have identified multiple genomic loci associated with hydrocephalus. Duy et al. identified *TRIM71* as a causative gene in prenatal hydrocephalus, demonstrating that *TRIM71* mutations cause premature neuroepithelial cell differentiation [21, 22]. Räsänen et al. reported that *SLCO1A2*, which encodes an organic anion transporter expressed in brain capillary endothelial cells [23], along with several additional loci, was associated with an increased risk of idiopathic normal pressure hydrocephalus (NPH) [24]. Notably, these human genetic studies did not identify genes associated with cilia and flagella motility, challenging the cilia hypothesis of hydrocephalus pathogenesis that has largely emerged from mouse mutant studies [25].

From an anatomical standpoint, this discrepancy may be due to the substantial size differences between human and mouse brains. In particular, the diameter of the cerebral aqueduct (the narrowest part of the ventricular system) is estimated to be roughly an order of magnitude larger in humans than in mice. According to the Hagen–Poiseuille law, which approximates the relationship between vessel diameter and pressure in laminar flow, resistance to CSF flow is inversely proportional to the fourth power of the aqueduct radius. Therefore, if the cerebral aqueduct in mice is ~ 10 times narrower than in humans, the resulting resistance would be ~10,000-fold greater. This steep increase in resistance may make mice far more vulnerable to disturbances in ependymal cilia motility, more readily leading to ventricular enlargement. In contrast, the substantially lower flow resistance in humans may result in similar degrees of ciliary dysfunction remaining subclinical, potentially explaining why motile cilia and flagella-associated genes are not prominent among human hydrocephalus risk loci. In line with this interpretation, Yoshida et al. simulated human CSF fluid dynamics, revealing that ciliary defects did not affect intracranial pressure but instead altered fluid exchange in the lateral ventricles [26].

However, several reports have identified cilia-related gene mutations in cases of human hydrocephalus [27–29], such as the findings of Yang et al., who reported mutations in cilia-related genes or genes highly expressed in ependymal cells in patients with NPH [30]. These observations raise the possibility that such genomic alterations impair ciliary motility in addition to other ependymal cell functions. Ependymal cells not only propel CSF via motile cilia but also contribute to water transport across the ventricular surface via aquaporin-4 [31]. In our study, some *Hoatz*^*−/−*^ mice exhibited edematous lacunar lesions in the corpus callosum and other periventricular white matter. Thus, *Hoatz* knockout may compromise both the structural integrity of motile cilia [6] and the epithelial barrier or transport properties of ependymal cells.

The ventriculomegaly observed in *Hoatz*^*−/−*^ mice, which develops during the early postnatal period but does not markedly affect overall brain size, suggests that any associated increase in intracranial pressure is likely to be moderate. In this respect, the mouse phenotype may share certain features with NPH in humans. Although intracranial pressure in *Hoatz*^*−/−*^ mice was not directly measured, this model may provide a complementary experimental framework for investigating the effects of moderately altered CSF dynamics. Notably, changes in microglial morphology and gene expression were observed in the hippocampus, consistent with an altered microglial state. Such changes may have the potential to influence neural circuit function, for example through cytokine-mediated modulation of inhibitory interneurons, including pathways involving interleukin-6 [32]. It remains unclear whether these neuroimmune alterations are specific to the *Hoatz* mutation or represent a more general response to hydrocephalus. Previous studies using a motile cilia–deficient *Ccdc39* mutant model of severe progressive neonatal hydrocephalus demonstrated that periventricular white matter injury is associated with inflammatory activation of resident microglia, and that pharmacological suppression of this response with bindarit improves myelination [33, 34]. These findings suggest that inflammatory activation of microglia may occur as a more general secondary consequence of disrupted CSF dynamics in hydrocephalus.

Recent human studies have reported immune alterations in idiopathic normal pressure hydrocephalus that may not be limited to the CNS but may also involve peripheral immune dysregulation [35, 36]. Given that cognitive impairment is a hallmark feature of NPH, it will be of interest to examine whether the hippocampal microglial changes observed in *Hoatz*^*−/−*^ mice are associated with functional alterations of the hippocampus.

This study has several limitations. Intracranial pressure and CSF flow were not directly measured, precluding definitive conclusions about the biomechanical and hydrodynamic basis of ventriculomegaly. Transcriptomic profiling relied on bulk hippocampal tissue with a limited sample size (*n* = 3 per genotype), reducing statistical power and preventing cell type–specific interpretation. All imaging and transcriptomic analyses were performed in males, whereas severe hydrocephalus occurred only in females, limiting assessment of sex-dependent effects. In addition, several supplementary experiments used heterozygous mice as controls; although heterozygotes were asymptomatic, this may affect comparability across experiments. Future work incorporating physiological measurements of intracranial pressure and CSF dynamics, single-cell or spatial transcriptomics, and sex-inclusive longitudinal analyses will be required to address these limitations.

Thus, future studies integrating intracranial pressure measurements with inflammatory profiling and hippocampal functional analyses are essential to elucidate how impaired CSF dynamics interact with neuroimmune pathways.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE324472.

# Supplementary material for: Early-onset ventriculomegaly and neuroimmune alterations in Hoatz-deficient mice
**Source:** Fluids Barriers CNS. 2026 Apr 1;23:72. doi: 10.1186/s12987-026-00796-4
**Supplement:** Supplementary file 5 — Supplementary Material 5

Figure Legends

**Figure S1.** Representative *Hoatz^−/−^* mouse exhibiting edematous lacunae in the corpus callosum (red crosses). (A) T_2_-weighted coronal MRI slice. (B) Segmentation of hyperintense regions from the same mouse, illustrating the spatial distribution of lacunae together with the enlarged ventricles. See Figure 2 and the main text for methodological details.

**Figure S2.** Representative Klüver–Barrera-stained coronal brain sections from formalin-fixed, paraffin-embedded adult male mice (two asymptomatic heterozygotes and two homozygotes). The upper and lower panels correspond to slices 70 and 86 of the Allen Brain Reference Atlas (adult mouse, coronal sections) [36], respectively. Enlarged lateral ventricles (red asterisks) and edematous lacunae (red crosses) were observed in homozygotes.

**Figure S3.** Brain and parenchymal volume measurements. (A–D) Filled circles, wild-type; open circles, null. (A) Comparison of total brain volume using sagittal sections (scatter dot plots with mean bars). (B) Slice-by-slice comparison of brain volume using sagittal sections (mean ± standard deviation). (C) Comparison of total parenchymal volume using sagittal sections. (D) Slice-by-slice comparison of parenchymal volume using sagittal sections. *, *P* = 0.0306 (Sidak multiple comparison test), n = 6. (E) Slice-by-slice comparison of effect sizes estimated using Cohen *d*.

**Figure S4.** Detection of ventriculomegaly in the early postnatal stage. (A) Representative hematoxylin and eosin-stained coronal brain sections on the day of birth. (B) Comparison of ventricular volume as determined by MRI at 3 and 6 weeks old in wild-type and homozygous mutant mice. For each animal, the corresponding MRI data acquired at 6 weeks of age (shown in Figure 2B) is displayed in gray and connected with dashed lines. Filled circles, wild-type; open circles, null.

How the deposited data were processed for this re-analysis (not part of the article)

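Poly(A) RNA from hippocampi of 6 male mice, 3 labelled *Hoatz*-/- and 3 wild-type, was sequenced from strand-specific libraries with paired-end reads. Each genotype had 1 mouse at postnatal days 172 (replicate 1), 146 (replicate 2), and 108 (replicate 3). The authors trimmed the reads, mapped them with STAR to GRCm39 without ribosomal RNA sequences, and quantified genes with RSEM. The authors deposited TPM values, with 2 decimals, for 56941 Ensembl gene identifiers in 6 columns, and each column was mapped to its library by the library name. The paper's own comparison was made with the likelihood ratio test of edgeR on counts that are not in the deposited table, and its terms came from Metascape. TPM values are not counts and keep no depth, so a count model was not applied, the number of reads behind a value is unknown, and no counting interval or detection floor is given.

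Genes with a TPM of at least 0.5 in at least 3 of the 6 libraries (18509) were tested in R 4.3.3 with limma 3.58.1 on log2(TPM + 0.1), with an intensity trend in the variance, genotype as the factor, and Benjamini-Hochberg adjustment over the genes tested. The threshold was that of the paper, an adjusted p below 0.05 and an absolute log2 fold change of at least 2. Fold changes are given as *Hoatz*-/- minus wild-type on the log2(TPM + 0.1) scale, and they understate the change of genes with low values. No fold change is given where a genotype is listed at 0 in all 3 libraries. TPM is given as mean ± SD. Principal component analysis used the genes tested, with centring and scaling of each gene. Other steps used python 3.11.15 and, for the match of nuclear copies to the mitochondrial genome, blastn 2.17.0.

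Gene positions, gene classes, transcript lengths, and GC content came from GENCODE M39 on GRCm39. The annotation release used by the authors is not named in the paper's text, and 618 of the deposited identifiers were not in GENCODE M39. Of the genes tested, 18399 (99.4%) had a transcript length. Non-coding genes were placed by their position relative to protein-coding genes as intronic on the same strand, antisense, overlapping an exon on the same strand, or intergenic. RSEM shares reads that match several copies, so values of near-identical copies are uncertain.

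The genes named were *Hoatz*, the genes that the paper names in its transcriptome results or labels in Fig. 4E, *Aif1*, the 5 genes with the largest and the 5 with the smallest log2 fold change among those past the threshold and changed in the same direction in all 3 pairs, and single members of the gene lists, not all of which are reported here. Ties at the lower end made 6 genes in place of 5. Other genes are said to be named after their values were seen. The paper's genes were known from its text.

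The 19 gene lists were the Fig. 4E genes, homeostatic microglia, disease-associated microglia, reactive astrocyte, astrocyte, excitatory neuron, inhibitory neuron, oligodendrocyte, oligodendrocyte precursor, endothelial, choroid plexus epithelium, meningeal fibroblast, ependymal motile cilia, peripheral leukocyte, red blood cell, immediate early, mitochondrially encoded protein-coding, cytosolic ribosomal protein, and sex check genes. No gene was in more than 1 list. Lists were tested with camera at a preset correlation between genes of 0.01, and alternatively with an estimated correlation and with fry.

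The paper describes the mice as age-matched littermates, which pairs the libraries of the same age. The correlation between the deviations of the libraries of a pair from their genotype means was −0.011, 0.112, and 0.178 for replicates 1, 2, and 3. The fit with the pair as a block was an alternative, since the paper's methods name no block.

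The alternatives were other pseudocounts (0.01, 0.5, and 1), other filters (none, or a mean TPM of at least 1 or 5), median-of-ratios scaling, quantile normalization, rescaling without mitochondrially encoded genes, the block, corrections for transcript length and GC content with and without the block, limma without the trend and with robust estimation, other thresholds, and leaving out each library and each pair. For principal component analysis, unscaled genes and the 500 genes with the largest variance were added to these. In the fit without replicate 2 of both genotypes, the adjusted p was small even where values within a genotype lay far apart, as for *Ttr*. The lowest adjusted p of *Ltc4s*, *Ptgds*, *Gm56864*, and *Gm10925* also came from that fit and carries little weight. The limma steps were tested on simulated data for this comparison with 200 changed genes among 18509, of which 168 (84%) were recovered, with 5 false calls (2.89% of the calls). The simulated changes lay beyond the fold-change threshold, as often up as down, and only in genes of higher mean level. The noise was independent between genes, and no shift between the genotypes was simulated. These shares therefore do not carry over to the real comparison.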

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

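The match of nuclear copies to mitochondrial sequence was a test chosen after the result was seen. The splits of the libraries and the choroid plexus test were chosen beforehand.

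The 3 genes below are not discussed in the paper, had a mean TPM of at least 5, and passed the threshold above their level in wild-type libraries. The labels could not be checked on *Hoatz*, so each direction rests on the labels.

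*Gm29216*, an unprocessed pseudogene on chromosome 1, had a log2 fold change of 5.06, and *Gm10925*, a pseudogene in the same region, one of 2.11. *Gm10925* was below the fold-change threshold without wild-type replicate 3 (1.88), without replicate 3 of both genotypes (1.77), and under quantile normalization (1.47). Both match the mitochondrial genome. The lowest identity over the aligned length among *Gm29216*, *Gm10925*, and the 3 copies *Gm28661*, *Gm28437*, and *Gm10222*, which were chosen after their values were seen, was 99.8%, and *Gm29216* aligned over 98.2% of its length. The sum of *Gm29216* and *mt-Co1* had a log2 fold change of 1.62 and that of *Gm10925* and *mt-Atp6* one of 1.97. The first sum says little on *Gm29216*, since *mt-Co1* held 39718 of its mean 42765 TPM in the libraries labelled *Hoatz*-/-. In these libraries at postnatal days 172, 146, and 108, *Gm29216* was at 1148, 2797, and 5195 TPM. It did not follow *mt-Co1*, which was at 39309, 38694, and 41151 TPM. A candidate explanation is that reads from mitochondrial RNA were assigned to the nuclear copies, and the values do not show that the nuclear copies themselves are transcribed. The rise of mitochondrially encoded mRNA remains open between a technical and a biological explanation.

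*Ecrg4*, a protein-coding gene, had a log2 fold change of 2.41, with the highest TPM (19.4) in the library labelled *Hoatz*-/- at postnatal day 172. In that library, 9 of 12 choroid plexus genes besides *Ttr* also had their highest value, so choroid plexus tissue may add to *Ecrg4* there. The other libraries labelled *Hoatz*-/- had 7.41 and 7.42 TPM, against at most 1.96 in wild-type libraries, and without replicate 1 of the libraries labelled *Hoatz*-/- the log2 fold change was 1.95 (adjusted p = 0.00893 from limma, range 0.00139 to 0.0396 over all alternatives). Only 1 of the 10 splits of the libraries, the genotypes themselves, gave as many genes higher past the threshold. The other 9 splits gave at most 3 genes in either direction, but each mixes the genotypes, which widens the spread within groups and makes few calls likely. The smallest share that 10 splits allow is 0.1, so this count cannot decide on chance. A difference between the genotypes remains open and was not tested in other mice.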

How the results depend on the processing

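The alternatives were set before the data were examined, apart from median-of-ratios scaling with the replicate block and protein-coding genes only, which were chosen after seeing the data.

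The number of genes higher past the threshold (11) was 2 with a pseudocount of 1, 6 with 0.5, 28 without a filter on low values, and 6 and 3 with a mean TPM of at least 1 and 5. It was 57 after median-of-ratios scaling, 107 after quantile normalization, 25 when rescaled without mitochondrially encoded genes, and 23 with the replicate block. Length correction gave 29 without and 41 with the replicate block, and GC correction with the replicate block gave 27. An adjusted p alone gave 171 and an absolute log2 fold change of at least 1 gave 116. The added alternatives gave 73 (scaling with the replicate block) and 3 (protein-coding genes only). Leaving out libraries or pairs gave 4 to 28 genes, with 4 without replicate 1 of the libraries labelled *Hoatz*-/-, 28 without wild-type replicate 1, and 20, 25, and 5 without replicates 1, 2, and 3 of both genotypes. All 11 genes remained past the threshold after median-of-ratios scaling and with the replicate block, 10 after quantile normalization, and 2 without replicate 1 of both genotypes.

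The number of genes lower past the threshold (1403) was 436 and 744 with pseudocounts of 1 and 0.5, 357 with a mean TPM of at least 5, 873 after median-of-ratios scaling, and 571 after quantile normalization. It was 3622 for an adjusted p alone and 2951 for an absolute log2 fold change of at least 1, and 879 and 224 under the added alternatives. Leaving out libraries or pairs gave 516 to 1723 genes, with 786, 747, and 516 without wild-type replicates 1, 2, and 3, and 660, 694, and 693 without replicates 1, 2, and 3 of both genotypes. The same genes made up 873 of the 873 after median-of-ratios scaling and 569 of the 571 after quantile normalization. More genes were lower than higher in each of the 29 alternatives. Other filters and thresholds change by construction which genes can be counted, and fits with fewer libraries have fewer samples. For the other changes, the cause was not tested.

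The PC1 share of variance (52.6%) was 42.8% without a filter on low values, 45.3% after median-of-ratios scaling, 44.3% when rescaled without mitochondrially encoded genes, 60.8% with the 500 genes with the largest variance, and 59.9% with the replicate block, in which the pair means were removed. It was 46.9% to 64.7% as libraries or pairs were left out. In the other alternatives, it moved by less than its SD over single libraries left out, and the cause of these changes was not tested.

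The Spearman correlation of log2 fold change with transcript length was 0.0488 across the genes tested, which are not independent replicates. It was −0.101 with a mean TPM of at least 5 and −0.167 for protein-coding genes with a mean TPM of at least 5, and −0.0991 to 0.115 as libraries or pairs were left out. The cause of these sign changes was not tested. Over all genes tested, the other 9 splits of the libraries gave −0.228 to 0.287, a range that holds 0.0488. No other splits were run for the remaining values.

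The median log2 fold change of the Fig. 4E genes (1.71), the homeostatic list (0.32), and the disease-associated list (0.59) is not changed by the choice of list test. Their adjusted p rose to 0.168, 0.368, and 0.368 with an estimated correlation and to 0.0597, 0.517, and 0.387 under fry, each above 0.05. Their direction and their call held in the other 27 alternatives. The median log2 fold change lay between 1.45 and 2.23 for the Fig. 4E genes, between 0.14 and 0.82 for the homeostatic list, and between 0.43 and 1.08 for the disease-associated list. Over the 19 lists, 15 of 540 alternative values reversed, 37 no longer had an adjusted p below 0.05, and 31 newly had one.

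Some results reversed. The log2 fold change of *Aif1* (0.11) was −0.28 to 0.57 as libraries or pairs were left out. It kept its sign after median-of-ratios scaling (0.62) and quantile normalization (0.58). That of *Cx3cr1* (−0.30) was 0.21 after median-of-ratios scaling, with or without the replicate block, and 0.14 after quantile normalization. Relative to the median of all genes, the excitatory neuron list (0.20) was at −0.048 after quantile normalization and the sex check list (0.14) at −0.045 without a filter on low values. As libraries or pairs were left out, the oligodendrocyte precursor list (−0.094) lay between −0.20 and 0.14, the choroid plexus list (0.60) between −0.49 and 0.72, the immediate early list (−0.074) between −0.24 and 0.13, the ribosomal protein list (−0.14) between −0.60 and 0.37, and the sex check list between −0.074 and 0.26. The cause of these reversals was not tested. The median of the choroid plexus list was below 0 without replicate 1 of the libraries labelled *Hoatz*-/- (−0.49), which holds the high *Ttr* value. The ribosomal protein list was above 0 without replicate 3 of the libraries labelled *Hoatz*-/- (0.37).

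Across the 39 named genes, 8 of 959 alternative values reversed, 39 fell back below the threshold, and 85 passed it. The replicate block brought *Ltc4s* past the threshold (adjusted p = 0.0474) and *Cyp4f17* to an adjusted p of 0.0445. It brought the reactive astrocyte, oligodendrocyte, and peripheral leukocyte lists to adjusted p values of 0.0489, 0.0459, and 0.0489, and it changed no other call among the named genes and lists. *Hoatz* was not tested because its values lay below the filter, and without a filter its adjusted p was 0.836.

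TPM keeps no depth, so what the number of reads can resolve is unknown, above all for genes near the filter. The pseudocount acts most on low values, and both counts of genes past the threshold moved with pseudocounts of 1 and 0.5.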

Differences from the paper's values

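The paper reports 41 genes higher past the threshold in *Hoatz*-/- mice, and 11 were found here. The paper's count comes from a count model, which the deposited TPM do not allow. Of the 29 alternatives, 24 also differed from the paper's count by more than 1.5 times. The alternatives set before the data were examined whose count lay within that range were no filter on low values (28), median-of-ratios scaling (57), length correction without (29) and with the replicate block (41), and leaving out wild-type replicate 1 (28). The others set then did not, among them pseudocounts of 1, 0.5, and 0.01 (2, 6, and 9), a mean TPM of at least 1 or 5 (6 and 3), quantile normalization (107), rescaling without mitochondrially encoded genes (25), the replicate block (23), GC correction without and with the block (16 and 27), limma without the trend or with robust estimation (10 and 11), an adjusted p alone (171), and an absolute log2 fold change of at least 1 (116). Leaving out the other libraries, or pairs, did not either (4 to 25).

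The paper lists *Trem2*, *Tyrobp*, *C1qa*, and *Lyz2* among the genes higher past the threshold, and it names *C1qb* and *Ctss* in Fig. 4E and *Sst*, *Npy*, *Cort*, *Ttr*, *Ltc4s*, *Cyp4f17*, *Ptgds*, *mt-Atp6*, and *mt-Co2* from its enriched terms. Here 0 of these 15 genes passed the threshold in limma, and 14 had an unadjusted p below 0.05. Their direction was the paper's, with 14 of the 15 higher in all 3 pairs, and 12 had an adjusted p below 0.05 over all genes tested. The log2 fold change of the Fig. 4E genes lay between 1.63 and 1.87. An adjusted p alone, or with an absolute log2 fold change of at least 1, therefore calls these 12 genes, which leave out *Ttr*, *Ltc4s*, and *Cyp4f17*.

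Median-of-ratios scaling called 11 of the 15 genes, without *Ttr*, *Ltc4s*, *Cyp4f17*, and *mt-Atp6*. Quantile normalization called 12, without *Ttr*, *mt-Atp6*, and *mt-Co2*. Rescaling without mitochondrially encoded genes called *Trem2*, *Tyrobp*, *Npy*, and *Cort*. Length correction, with or without the replicate block, called *Tyrobp*, *Cort*, and *Ltc4s*. *Ltc4s* was also called with a pseudocount of 0.5 and with the replicate block. GC correction called *mt-Atp6*, and with the replicate block *Ltc4s* as well. Leaving out replicate 1 of both genotypes called *Trem2*, *Tyrobp*, *Ctss*, *Sst*, *Npy*, *Cort*, *Ltc4s*, and *Ptgds*, and leaving out replicate 2 called *Npy*, *Cort*, *Ttr*, and *Ltc4s*. The calls of *Ttr* and *Ltc4s* without replicate 2 do not reflect the spread of their values within a genotype. Without wild-type replicate 1, *Trem2*, *Tyrobp*, *Ctss*, *Npy*, *Cort*, *Ltc4s*, and *Ptgds* were called. Without replicate 2 of the libraries labelled *Hoatz*-/-, *Cort* and *Ptgds* were called, and without replicate 3 of them *mt-Atp6*. Median-of-ratios scaling with the replicate block, chosen after seeing the values, called 13 of the 15 genes and left out *Ttr* and *Cyp4f17*.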

Other observations

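The tests chosen after the result was seen were those on RNA without a poly(A) tail, receptor genes for the antisense and intergenic genes, mitochondrial RNA as a whole, the share of microglia, hydrophobic protein starts, and exchanged labels. The other tests were chosen beforehand.

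Far more genes were lower than higher in the libraries labelled *Hoatz*-/-. Only 1 of the 10 splits of the 6 libraries, the genotypes themselves, gave as many lower genes. The other 9 splits gave at most 3 genes in either direction, and the 3 of them that part all pairs gave 0. Each of these splits mixes the genotypes, so a difference between the genotypes widens the spread within groups. Few calls are then likely, and the counts are no measure of what chance alone would give. The smallest share that 10 splits allow is 0.1, so the splits cannot decide on chance. Gene by gene, limma gave 3622 lower and 171 higher genes at an adjusted p below 0.05. These counts were 2114 and 1487 under median-of-ratios scaling, and 1910 and 1459 under quantile normalization. The genotypes did not overlap for 6940 genes (37.5%, against 10% by chance). These values argue against chance in single genes as the whole cause, although the genes are not independent replicates. A trend on transcript length is argued against as the whole cause, since 1324 genes were still lower after its removal. For the genes past the threshold, a few abundant transcripts taking more of each library are argued against as the whole cause as well. After median-of-ratios scaling, 873 genes were still lower past the threshold, against 57 higher. Such transcripts may account for much of the imbalance at an adjusted p alone, which this scaling narrowed.

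The lower genes were mostly non-coding, and 1125 of them were intronic on the same strand, antisense, or intergenic. The 879 same-strand intronic genes with a tested host gene had a median log2 fold change of −2.50, against −0.76 for antisense and intergenic lists of like mean level (range −0.92 to −0.61 over 2000 lists), a difference of −1.74. Without matching on level, the difference from all antisense and intergenic genes lay between −2.21 and −1.12 in the 3 pairs. The host genes had a median of −0.52, and 765 of the intronic genes (87.0%) were lower than their host. Less nuclear and unspliced RNA in the libraries labelled *Hoatz*-/- is therefore a candidate explanation for the same-strand intronic genes. Some nuclear RNAs, chosen after their values were seen, fell with them, with a log2 fold change of −3.37 for *Malat1* (1011 ± 77.8 against 11155 ± 5134 TPM, SD, n = 3), −2.82 for *Kcnq1ot1*, and −2.24 for *Meg3*. Others, also chosen after their values were seen, were near the median of all genes, namely *Neat1* at −0.37, *Miat* at −0.24, and *Snhg11* at −0.13, and these were higher in the library labelled *Hoatz*-/- than in the wild-type library at postnatal day 108. *Malat1* was lower in each pair, with differences of −3.17, −2.83, and −4.12 at postnatal days 172, 146, and 108. Neither the labels nor the paper name a batch that parts the genotypes. Whether a technical step or the genotype lowers such RNA was not tested.

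Genomic DNA in wild-type libraries would raise genes of both strands and all places alike, and the median of −2.50 for same-strand intronic genes against −0.76 for matched antisense and intergenic genes argues against it as the whole cause. For the antisense and intergenic genes alone, it cannot be told apart from less RNA of these genes in the libraries labelled *Hoatz*-/-. The summed TPM of 1974 olfactory and vomeronasal receptor genes was 2.08 times as high in wild-type libraries, 39.5 ± 15.6 against 19.0 ± 9.12 (SD, n = 3). It was higher in the wild-type library of each pair, 32.2 against 13.1, 28.8 against 14.3, and 57.4 against 29.5 TPM at postnatal days 172, 146, and 108, as genomic DNA would make it. What keeps this open is that 3 pairs are few and that RNA from these genes was not told from DNA. The TPM were also not scaled between libraries. The median log2 fold change of all genes tested was −0.44, and this shift may account for part of the ratio. Less carry-over of RNA without a poly(A) tail cannot be told apart either. The 25 replication-dependent histone genes tested had a median log2 fold change of −0.32, at percentile 14.1 of matched lists, with members between −4.21 and 2.67. This median lay above that of all genes tested (−0.44), and 8 of the 25 lay below the median gene. In contrast, 8 small nuclear RNA genes had a median of −4.93, 8 small nucleolar RNA genes one of −3.48, and 5 small Cajal body RNA genes one of −3.03.

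Mitochondrially encoded mRNA was higher in the libraries labelled *Hoatz*-/-, while mitochondrial rRNA was lower, at 3.35% ± 1.08 (SD, n = 3) against 8.61% ± 2.20 (SD, n = 3) of the TPM. Mitochondrial mRNA and rRNA together made up 30.5% ± 3.48 (SD, n = 3) against 19.2% ± 1.50 (SD, n = 3) of the TPM, without overlap. More mitochondrial RNA as a whole therefore remains possible. A rise of all mitochondrial RNA alike is argued against by *mt-Rnr2*, with a log2 fold change of −1.74. This value stayed negative in all alternatives (−2.30 to −1.12), although the adjusted p of *mt-Rnr2* was 0.524 under median-of-ratios scaling (range 0.00456 to 0.524). What separates the mRNA from the rRNA, a technical step or the genotype, was not tested. Of the 13 mitochondrially encoded protein-coding genes, the median was 1.33 (adjusted p = 5.52e-15 from camera), with *mt-Nd5* and *mt-Nd6* at −0.22 and −0.34.

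The Fig. 4E genes were higher in the libraries labelled *Hoatz*-/-, and a trend on transcript length is argued against as the cause, since after its removal the lowest of the 6 log2 fold changes was 1.56. A larger share of microglia in the tissue would raise homeostatic microglial genes by about as much. The 20 genes of that list, fixed beforehand, had a median of 0.32, and the highest, 1.15 for *Rnase4*, was below each of the 6 genes. In the pairs at postnatal days 172, 146, and 108, the median was −0.073, 0.43, and 0.57, against 1.21, 1.76, and 2.33 for the Fig. 4E genes. Under median-of-ratios scaling, the medians were 0.82 and 2.22. These values argue against a larger share as the whole cause. The Fig. 4E genes were picked by the study on these libraries, so the size of their rise is uncertain, and a change within microglia was not tested and remains open.

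Protein-coding genes whose protein starts with a hydrophobic segment, that is 2585 of 14109, had a median log2 fold change 0.16 above other protein-coding genes matched on length and expression. The difference was 0.052, 0.26, and 0.18 in the pairs at postnatal days 172, 146, and 108, and at most 0.128 in size over the other 9 splits. Among the 100 protein-coding genes with the largest log2 fold change, 55 were of this class, against 18.3% of all, and the other splits gave 16 to 47. The smallest share that 10 splits allow is 0.1, so the splits cannot decide on chance, and what lies behind the pattern was not tested. Of the 6 Fig. 4E genes, 5 are of this class. The median of these 5 lay at percentile 100 of matched lists of the class, whose medians were −0.21 at the middle and 1.55 at most, but they were picked by the study on these libraries, which leaves open whether the class accounts for part of their rise.

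*Ttr* was high in only the postnatal day 172 library labelled *Hoatz*-/-. Of the 12 choroid plexus genes of the list fixed beforehand, 9 had their highest value in the same library, among them *Kcne2* (4.23 TPM against at most 0.28 in the other libraries), *Slc4a5* (0.88 against at most 0.11), and *Folr1* (12.1 against at most 3.17). The 7 of them that were tested had a median log2 ratio of 1.14 to the other libraries, at percentile 100 of matched lists. The genes *Kl*, *Otx2*, and *Prlr* did not have their highest value there. Choroid plexus tissue in that dissection is a candidate explanation for the *Ttr* value. Whether choroid plexus itself differs between the genotypes was not tested.

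*Hoatz* was at a like level in both genotypes, with a log2 fold change of 0.22 and overlapping values. A value per gene does not show which exons the reads came from, and whether the targeted allele lowers the TPM of the gene was not tested, so exchanged and correct labels cannot be told apart from these data.

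The other lists are given relative to the median of all genes, with adjusted p from camera, and none was below 0.05 with an estimated correlation or under fry. The astrocyte list was at 0.74 (adjusted p = 0.00044), the inhibitory neuron list at 0.71 (0.000306), the meningeal fibroblast list at 0.94 (0.000184), the ependymal motile cilia list at 0.51 (0.000184), and the endothelial list at 0.31 (0.0394). The red blood cell list was at −1.04 (0.0394), which was −0.32 without replicate 3 of the libraries labelled *Hoatz*-/-. Of 29 alternatives, the red blood cell list had no adjusted p below 0.05 in 9 (range 6.21e-05 to 0.587) and the endothelial list in 12 (range 0.0189 to 0.929). Lists with an adjusted p above 0.05 were reactive astrocyte at 0.39 (0.0563, and 0.0489 with the replicate block), oligodendrocyte at 0.29 (0.0563, and 0.0459 with the replicate block), peripheral leukocyte at 0.78 with 4 of 12 genes tested (0.0567, and 0.0489 with the replicate block), choroid plexus at 0.60 (0.197), cytosolic ribosomal protein at −0.14 (0.23), excitatory neuron at 0.20 (0.743), immediate early at −0.074 (0.743), sex check at 0.14 (0.743), and oligodendrocyte precursor at −0.094 (0.969). The test gave the excitatory neuron and sex check lists a negative direction although their medians lay above that of all genes. The mean of the choroid plexus list (−0.12) was negative while its median (0.16) and test were positive, and the oligodendrocyte list had a negative median (−0.15) with a positive mean (0.019) and test. The reactive astrocyte and endothelial lists had negative medians and means on the scale as fitted while their tests, which compare with all other genes, were positive.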
